# Transcriptome Analysis in Hippocampus of Rats Prenatally Exposed to Valproic Acid and Effects of Intranasal Treatment of Oxytocin

**DOI:** 10.3389/fpsyt.2022.859198

**Published:** 2022-03-30

**Authors:** Kazuya Matsuo, Yasuharu Shinoda, Nona Abolhassani, Yusaku Nakabeppu, Kohji Fukunaga

**Keywords:** autism spectrum disorders, hippocampus, oxytocin, transcriptome analysis, valproic acid

## Abstract

Autism spectrum disorder (ASD) is a heterogeneous disorder characterized by repetitive behaviors and social impairments, often accompanied by learning disabilities. It has been documented that the neuropeptide oxytocin (OXT) ameliorates core symptoms in patients with ASD. We recently reported that chronic administration of intranasal OXT reversed social and learning impairments in prenatally valproic acid (VPA)-exposed rats. However, the underlying molecular mechanisms remain unclear. Here, we explored molecular alterations in the hippocampus of rats and the effects of chronic administration of intranasal OXT (12 μg/kg/d). Microarray analyses revealed that prenatal VPA exposure altered gene expression, a part of which is suggested as a candidate in ASD and is involved in key features including memory, developmental processes, and epilepsy. OXT partly improved the expression of these genes, which were predicted to interact with those involved in social behaviors and hippocampal-dependent memory. Collectively, the present study documented molecular profiling in the hippocampus related to ASD and improvement by chronic treatment with OXT.

## Introduction

Autism spectrum disorder (ASD) is a neurodevelopmental disorder characterized by social deficits and repetitive behaviors (1). ASD involves heterogeneous and complex causal factors, both genetically and environmentally. While it has been documented that various copy numbers or single nucleotide variations are associated with ASD, multiple environmental factors such as maternal infection, exposure to drugs or toxicants, and immune dysregulation have also been implicated (2). Such diverse causes, their interactions, and the resultant complex symptoms make it difficult to focus on particular targets and therapeutic approaches in ASD.

The neuropeptide oxytocin (OXT) facilitates socio-communicative behaviors in mammals (3). OXT or OXT receptor deficiency impairs multiple social behaviors (4, 5). In addition, plasma levels of OXT are significantly lower in children with autism than in their normal counterparts (6, 7). Clinical studies have documented that the intranasal administration of OXT improves socio-emotional impairments in patients with ASD (8, 9). Thus, OXT could be considered a suitable candidate for treating the core symptoms in ASD.

Maternal use of the anti-epileptic drug valproic acid (VPA) during pregnancy is suggested to increase the risk of teratogenicity and ASD onset in offspring (10, 11). These features are reproducible in animals; they represent defects in the limbs and tail and ASD-like social deficits (12, 13). In addition, transcriptome analyses have identified some key molecular pathways for ASD in the amygdala and prefrontal cortex of the model (12, 14, 15); alteration in signaling of protein kinase A and Rho GTPases in the amygdala and calcium signaling in the prefrontal cortex. These pathways are related to synaptic plasticity, a pathological hallmark in ASD (16–19), suggesting that molecular alterations in these emotion-related regions are involved in the pathogenesis of ASD. Especially, GTPases signaling defects are well documented in neurodevelopmental disorders including ASD (20); Rho GTPase Cdc42, a regulator of neurite outgrowth, is reduced in autistic patients (21). Prenatal VPA exposure decreases mRNA levels of Rho GTPase-activating protein p250GAP (22). In addition, p21-activated protein kinase exchange factor, a Rho GTPase regulatory protein, interacts with SH3 and multiple ankyrin repeat domains (SHANK) proteins in spines to regulate postsynaptic structure (23). Since mutations in SHANK gene have been associated with neurodevelopmental and neuropsychiatric disorders, including ASD (24), it is noteworthy that recent findings show that OXT restores neurite abnormalities in hippocampal cultures with SHANK3 deficiency through amelioration of Rho GTPase levels (25). Thus, prenatally VPA-exposed animals are a valid ASD model in terms of behavioral phenotypes and epigenetic modulation of gene expression as an environmental factor.

In our previous studies, we had reported that prenatal VPA exposure impairs learning and long-term potentiation (LTP) in the hippocampus of rats and that chronic administration of intranasal OXT ameliorates learning disabilities (26, 27). In line with our observations, intranasal administration of OXT blocked the learning disability in prenatally VPA-exposed or restraint stress-exposed animal models (28–30). In contrast, Hara et al. demonstrated that a single dose of OXT was effective for social impairment only for a short period and not for memory impairment (31). These reports suggest that the mechanisms of action of chronic OXT would involve molecular alterations in addition to the acute activation of oxytocinergic signaling. However, it remains unclear which molecular pathways are affected by chronic administration of OXT. Furthermore, molecular profiling in the dorsal hippocampus, a critical region for learning and memory, and partly implicated for social behaviors (32, 33) has not been investigated in a prenatally VPA-exposed model.

In the present study, we explored transcriptome profiling in the hippocampus of prenatally VPA-exposed rats. It was seen that prenatal VPA exposure altered the expression levels of genes involved in multiple behaviors and developmental behaviors, some of which were documented as candidate genes in ASD. We also demonstrated that the chronic administration of intranasal OXT partly ameliorated these alterations.

## Materials and Methods

### Animals

Animal studies conformed to the Regulations for Animal Experiments and Related Activities at Tohoku University and were approved by the Committee on Animal Experiments at Tohoku University (approval number: 2020PhA-007). Every effort was made to use minimum the number of rats and minimize their discomfort. Animals were bred in a conventional environment (temperature, 21–23°C; humidity, 50–60%; 12-h light-dark cycle) with free access to normal chow and water. Three pregnant Sprague-Dawley rats (Japan SLC, Shizuoka, Japan) received a single administration of oral VPA (600 mg/kg; Sigma-Aldrich, St. Louis, MO, United States) on day 12.5 as described previously (27). Two control rats received water in the same way. Rats gave birth from 7 to 14 pups per litter, of which 3–8 were males (sex ratio of male to female was about 1:1.1). Sizes and body weights of pups were not affected by VPA treatment, as reported by a previous study (26). Only male pups were included in this study because of the higher incidence of ASD in males than in females and even in prenatally VPA-exposed models (34).

### Oxytocin Treatment

On day 21 of birth, the rats were randomly divided and subsequently received vehicle or OXT administration: 3 pups from 2 control rats and 6 pups from 3 VPA-treated rats, with the latter further divided into 3 vehicle- or OXT-treated groups of 3 pups each. Male pups received intranasal OXT (Peptide Institute, Osaka, Japan) dissolved in saline at a dose of 12 μg/kg/d, which is in a range of that promoting social behaviors in rodents (35–37), using a pipette tip on postnatal day 21–55. The liquid volume of OXT solution was changed in the range of 2–10 μL according to the growth of rats. The dose and period of treatment were the same as those in a previous study where OXT attenuated autistic behaviors in prenatally VPA-exposed rats (27).

### Identification of Differentially Expressed Genes in Microarray Analysis

Total RNA was extracted from the dorsal hippocampus on postnatal day 56. As with most transcriptome analyses, the number of samples per condition is 2–5 for the analyses using VPA-treated ASD models (12, 14, 15). Therefore, we decided that three samples per condition would be sufficient for this study. Expression profiles were determined using Rat Gene 2.0 ST array systems (Affymetrix, Santa Clara, CA, United States) and analyzed using Transcriptome Analysis Console software (version 4.0; RRID:SCR_018718; Affymetrix). Differentially expressed genes (DEGs) were evaluated as follows: (1) *P* < 0.05, in a one-way analysis of variance computed by limma (38), (2) more than 1.5 fold-change (both increase and decrease) between control and vehicle-treated VPA groups. (3) Expression levels (in log_2_ scale) more than 6.6 at least in one group. Among these, significantly different (improved) values between the vehicle-treated VPA and OXT-treated VPA groups were further investigated. Expression levels were normalized to those of the control group. Microarray data were deposited in the GEO database (accession number: GSE196500).

### Gene Ontology Enrichment Analysis

Gene ontology (GO) enrichment analysis was performed using Metascape (RRID:SCR_016620^1^) (39). To obtain the most comprehensive data, gene identifiers were converted from *Rattus norvegicus* to *Homo sapiens* orthologs. GO terms classified in biological processes were collected under the following conditions: a minimum count of 3, *P* < 0.01, and an enrichment factor (the ratio between the observed counts and the counts expected by chance) > 1.5. Cytoscape App (RRID:SCR_003032) was used to create and plot the enrichment network (40).

### Protein-Protein Interaction Enrichment Analysis

To investigate protein networks consisting of proteins that form physical interactions each other in DEGs, protein-protein interaction analysis was performed using databases including BioGrid (RRID:SCR_007393) (41), InWeb_IM (42), and OmniPath (43) in Metascape. The molecular complex detection (MCODE) algorithm (RRID:SCR_015828) (44) was applied to identify tightly connected modules in each network. MCODE analysis was performed with default settings; detection when there are at least three genes in a network.

### Gene-Disease Association and Regulatory Interaction Analysis

To reveal the involvement of DEGs in diseases and their transcriptional regulation, DisGeNET (RRID:SCR_006178) (45) and TRRUST (46) were performed in Metascape. The algorithm was the same as that of the GO enrichment analysis discussed above.

### Overlapping With Autism Spectrum Disorder Risk Genes and Predictive Analysis of Interaction

Two databases were used to explore the overlap between DEGs in the VPA model and candidate genes in ASD patients: SFARI (RRID:SCR_004261^2^) and Krishnan’s datasets Genome-wide predictions of autism-associated genes^3^ (47). Gene lists in SFARI were scored as follows: S (syndromic), 1 (high confidence), 2 (strong candidate), and 3 (suggestive evidence). In Krishnan’s dataset, gene list associated with ASD are separated between brain regions and developmental periods, and the hippocampus in middle-late childhood (ID: HIP. 11) was selected to be appropriate for comparison with the results of this study. Additionally, to predict the interactive networks between DEGs improved by OXT and ASD candidate genes, Krishnan’s dataset was used.

## Results

### Gene Expression Profiles in the Hippocampus of Prenatally Valproic Acid-Exposed Rats

Gene expression profiles of the hippocampus were compared between the control, vehicle-treated VPA, and OXT-treated VPA groups (*n* = 3 per group). 

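RNA from the dorsal hippocampus of 9 rats was hybridized to 1 array per rat, with 3 control rats, 3 vehicle-treated VPA rats and 3 OXT-treated VPA rats. The dams of the VPA groups received 600 mg/kg VPA on day 12.5 of gestation. The OXT group received 12 μg/kg/d intranasally from postnatal day 21 to day 55, and RNA was taken on day 56. The control pups came from 2 dams and the VPA pups from 3 dams, and the litter of each array is unknown. The tests below treat the pups as independent, so their standard errors and p values do not account for littermates. The authors' table gives log2 expression for 30429 probe sets on each array, with quartiles that are nearly equal across arrays. The median log2 value was between 5.75 and 5.82, and between 10955 and 11189 probe sets per array were over 6.6. The lowest correlation of an array with another of its own group was 0.9827 across probe sets. Of the probe sets, 18511 carry 1 gene symbol, 575 carry several and 11343 carry none. The groups were compared with limma on all probe sets, with a moderated F over the 3 groups and with the difference of each pair of groups. DEGs were taken by the study's criteria, which are an unadjusted p under 0.05 for the F, more than 1.5-fold between control and vehicle-treated VPA rats, and a mean log2 over 6.6 in at least 1 group. A DEG counted as improved when the OXT-treated differed from the vehicle-treated VPA group at an unadjusted p under 0.05 in the opposite direction. Each log2 difference of a gene is given with its standard error (SE) and its p adjusted over all probe sets. Groups of genes come from fixed lists, each tested with limma's camera at a preset correlation between genes of 0.01, and the p of a list is adjusted over the 34 measured lists. With a correlation estimated from the arrays, 0 of the 12 list calls between vehicle-treated VPA rats and control held, 0 of the 4 between the VPA groups, and 2 of the 13 between OXT-treated VPA rats and control, which were endothelium and ventral hippocampus. With fry, 3, 0 and 4 of these calls held. The number of arrays limits the precision of every value.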

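Genes of the choroid plexus set the vehicle-treated VPA arrays apart from the others, and 1 array of the OXT-treated VPA group lay with them for these genes. The choroid plexus is the epithelium that secretes cerebrospinal fluid at the border of the hippocampus. The mean log2 level of 21 of its markers that the study did not name was between 6.81 and 7.29 in the control arrays and between 5.94 and 6.36 in the vehicle-treated VPA arrays. In the OXT-treated VPA group it was 7.56, 6.90 and 6.19 in replicates 1, 2 and 3. The channel gene Kcnj13 followed the same order, with log2 levels of 9.67, 8.32 and 5.50 in the OXT-treated replicates against 5.07 to 5.83 in the vehicle-treated VPA arrays. Hierarchical clustering used complete linkage and Euclidean distance on the log2 difference from the control mean, over the 672 probe sets that differed among the 3 groups by the F test and 1.5-fold. This choice of probe sets by the same groups favors a clustering by group. One of its 2 main branches held the 3 vehicle-treated VPA arrays alone, and the 3 OXT-treated arrays joined one another before they joined the controls. With the DEG probe sets only, the branch of the vehicle-treated VPA arrays held 4 arrays, the added one being OXT-treated replicate 3. That branch held 6 arrays with average linkage, 6 without the choroid plexus genes, 7 with all probe sets over 6.6 and 8 with a correlation distance.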

Hierarchical clustering tended to separate the vehicle-treated VPA group from the others, except for one sample from the OXT-treated VPA group (Figure 1A). 

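Ttr, which encodes the transport protein transthyretin of the choroid plexus, differed most in level among the 3 groups. Its log2 level was 12.28 ± 0.28 in control, 7.46 ± 1.13 in the vehicle-treated VPA group and 10.26 ± 3.79 in the OXT-treated VPA group (SD, n = 3 rats per group). The single values of the OXT-treated rats were 12.83, 12.03 and 5.91, so the spread within this group was as wide as the distance between the groups. Calb2 encodes the calcium-binding protein calretinin of neurons, and its level was 6.47 ± 0.30 in control, 8.48 ± 1.09 in the vehicle-treated VPA group and 8.61 ± 0.88 in the OXT-treated VPA group. Arc, a gene that neuronal activity induces, had a level of 8.12 ± 0.64 in control, 7.05 ± 0.23 in the vehicle-treated VPA group and 6.77 ± 0.30 in the OXT-treated VPA group. The F test at an unadjusted p under 0.05 with more than 1.5-fold between any pair of groups was passed by 672 probe sets. Of these, 334 carry 1 symbol and stand for 332 genes, and 333 carry none. The count was 372 without moderation and 301 with only probe sets over 6.6. By the F test alone, 2294 probe sets passed at an unadjusted p under 0.05 and 0 at an adjusted p under 0.05 from limma, where the smallest adjusted p was 0.0889. By pairs of groups, an unadjusted p under 0.05 with more than 1.5-fold was reached by 519 probe sets between vehicle-treated VPA rats and control, by 316 between the VPA groups, and by 427 between OXT-treated VPA rats and control.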

Microarray analysis revealed that 377 genes differed significantly by more than 1.5-fold between the groups (Figure 1A). Among these, 174 genes were considered DEGs (see section “Materials and Methods”). 

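A glutamate transporter gene, an orphan receptor gene and a cadherin gene were among the single genes that were higher in the vehicle-treated VPA group than in control, and genes of the choroid plexus were among the lower ones. Slc17a6, which encodes a vesicular glutamate transporter, had the largest positive log2 difference of the DEGs with 1 symbol. Its log2 level was 6.32 ± 0.39 in control and 8.51 ± 0.73 in the vehicle-treated VPA group (SD, n = 3), a difference of 2.19 (SE 0.50, adjusted p = 0.215). Gpr165, an orphan receptor, was higher by 1.75 (SE 0.42, adjusted p = 0.233). The synaptic organizer gene Cbln2 was higher by 1.11 (SE 0.19, adjusted p = 0.134). The cadherin gene Cdh7 differed by 1.37 (SE 0.24, adjusted p = 0.134) and Itih3 by 1.13 (SE 0.31, adjusted p = 0.321). On the lower side stood Stoml3, at -1.31 (SE 0.29, adjusted p = 0.21), and the adenylate kinase gene Ak7 of cilia, at -1.22 (SE 0.45, adjusted p = 0.468). The protease gene Prss23 differed by -1.09 (SE 0.29, adjusted p = 0.304). By the study's criteria 199 probe sets were DEGs, 115 higher and 84 lower in the vehicle-treated VPA group. Those with 1 symbol stand for 144 genes, 66 higher and 78 lower, and 11 of them are on a list of choroid plexus markers. When 1 array was left out, between 85 (vehicle-treated VPA replicate 3) and 138 of these genes remained DEGs. Without a fold or level criterion, 2732 probe sets passed at an unadjusted p under 0.05, 1522 higher and 1210 lower. At an adjusted p under 0.05 the count from limma was 0, and the smallest adjusted p was 0.0655. That count was 80 with trend and robust moderation and 140 with only probe sets over 6.6. The arrays of both groups did not overlap for 13.6% of the probe sets, where chance gives 10%. Slc17a6 is also a marker of the thalamus, which borders the hippocampus. The mean of the list of thalamus markers differed by 0.58 (camera, adjusted p = 0.0164, and adjusted p = 0.685 with an estimated correlation). Of 11 measured markers, 2 were higher, 1 was lower and 8 did not pass at an unadjusted p under 0.05, and 1 was higher when adjusted over the list alone. The list mean was 7.72, 7.28 and 6.27 in the vehicle-treated VPA arrays and between 6.34 and 6.64 in the control arrays. The call was lost without control replicate 2 (0.49, adjusted p = 0.0751), without vehicle-treated VPA replicate 1 (0.26, adjusted p = 0.415) and without vehicle-treated VPA replicate 2 (0.48, adjusted p = 0.0863), the mean was 0.985 without vehicle-treated VPA replicate 3, and its adjusted p ranged from 7.0e-10 to 0.685 over 19 alternatives.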

We then analyzed the biological processes of DEGs between the control and vehicle-treated VPA groups. GO enrichment analysis revealed that DEGs were roughly associated with multiple functions, including signaling, behavior, and developmental processes (Figure 1B). 

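Genes of transmission between neurons differed in both directions between the vehicle-treated VPA group and control, while a list of memory and long-term potentiation had a lower mean, with 6 of its 12 genes lower. Among ionotropic glutamate receptors, the NMDA receptor subunit gene Grin3a was higher by 0.87 (SE 0.13, adjusted p = 0.134). The kainate receptor gene Grik4 differed by -0.57 (SE 0.11, adjusted p = 0.146) and the NMDA receptor gene Grin2a by -0.47 (SE 0.13, adjusted p = 0.324). Of 13 measured genes of this list, 3 were higher, 2 were lower and 8 did not pass at an unadjusted p under 0.05 (2 higher and 2 lower when adjusted over the list alone). Their mean difference was 0.02 (camera, adjusted p = 0.839). Among 4 metabotropic receptors, Grm3 differed by -0.43 (SE 0.08, adjusted p = 0.134), 1 gene was higher, and 2 did not pass. The mean of that list was 0.15 (adjusted p = 0.828), and -0.134 without Grm8, which the study names. Of 9 subunit genes of the GABA-A receptor, 3 were higher, 1 was lower and 5 did not pass (2 higher and 0 lower when adjusted over the list alone), with a mean of 0.14 (adjusted p = 0.126). Gabrb2 differed by 0.39 (SE 0.11, adjusted p = 0.324) and Gabra5 by -0.31 (SE 0.13, adjusted p = 0.536). Of 15 genes of vesicle release, Sv2a was higher by 0.23 (SE 0.09, adjusted p = 0.513), Cplx2 differed by -0.24 (SE 0.09, adjusted p = 0.503) and 13 did not pass. Their mean was -0.02 (adjusted p = 0.676). Memory and long-term potentiation rest on calcium-dependent kinases, phosphatases and adenylyl cyclases. Of 12 measured genes of this list, 6 were lower, 1 was higher and 5 did not pass (5 lower and 1 higher when adjusted over the list alone). The mean difference was -0.205 (camera, adjusted p = 0.00117, and adjusted p = 0.334 with an estimated correlation). The protein kinase gene Prkca differed by -0.70 (SE 0.13, adjusted p = 0.134), Camk4 by -0.52 (SE 0.14, adjusted p = 0.312), Adcy1 by -0.35 (SE 0.12, adjusted p = 0.42) and the calcineurin gene Ppp3ca by -0.28 (SE 0.09, adjusted p = 0.393). Markers of hippocampal principal cells were lower as a list as well, with a mean of -0.26 (adjusted p = 0.0437, and adjusted p = 0.334 with an estimated correlation). Of these 9 markers 3 were lower, among them Neurod6 at -0.55 (SE 0.11, adjusted p = 0.163), and Calb1 was higher by 0.81 (SE 0.17, adjusted p = 0.188), while 5 did not pass. The call of this list was lost with quantile normalization (-0.237, adjusted p = 0.0599), without control replicate 1 (adjusted p = 0.141), without vehicle-treated VPA replicate 2 (adjusted p = 0.0863), without vehicle-treated VPA replicate 3 (-0.14, adjusted p = 0.14) and without OXT-treated replicate 2 (adjusted p = 0.0518), with a range of 0.00605 to 0.334 over 19 alternatives. Of 9 genes of adult neurogenesis, Neurod1 differed by -0.29 (SE 0.12, adjusted p = 0.536) and 8 did not pass, with a list mean of -0.07 (adjusted p = 0.709).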

An in-depth analysis further indicated that DEGs are involved in chemical synaptic transmission, short-term memory, brain development, as well as nervous system development (Figure 1B). These results suggest that prenatal VPA exposure affects multiple genes in the hippocampus that are involved in synaptic function, learning and memory, and neurodevelopment, all of which are the key features of ASD. In particular, the enrichment network analysis also indicated that chemical synaptic transmission (#1) serves as a hub function in these biological processes (Figure 1C). 

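Immediate early genes, which neurons transcribe within minutes of activity, had a lower mean in the vehicle-treated VPA group than in control. Arc, whose protein acts at the synapse, differed by -1.07 (SE 0.30, adjusted p = 0.324). The transcription factor genes Npas4, Egr2, Egr3 and Junb differed by -0.78 (SE 0.32, adjusted p = 0.52), -0.62 (SE 0.17, adjusted p = 0.324), -0.56 (SE 0.13, adjusted p = 0.225) and -0.48 (SE 0.13, adjusted p = 0.312). These genes belong to a list of 11 measured immediate early genes outside the figures of the paper. Of this list, 5 were lower, 0 were higher and 6 did not pass at an unadjusted p under 0.05 (4 lower when adjusted over the list alone). The list mean differed by -0.39 (camera, adjusted p = 1.2e-04, and adjusted p = 0.334 with an estimated correlation). With only the members over 6.6 it was -0.347 and the call was lost (adjusted p = 0.093), with a range of 2.0e-07 to 0.334 over 20 alternatives. Another 5 immediate early genes that the study names were all lower, with a mean of -0.92 (adjusted p = 4.4e-08, and adjusted p = 0.214 with an estimated correlation). They were picked by the study on the same arrays and are not independent evidence. In the OXT-treated VPA group both lists were lower than control too, by means of -0.52 for the 11 genes (adjusted p = 3.9e-08, and adjusted p = 0.116 with an estimated correlation) and -1.07 for the 5 genes (adjusted p = 1.3e-10, and adjusted p = 0.106 with an estimated correlation). The comparisons of both VPA groups hold the same control arrays, so the second is not independent of the first. From the biological processes of the DEGs, the paper proposes that prenatal exposure to VPA acts on hippocampal genes of the synapse, of learning and memory, and of brain development.

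**Figure D1:**
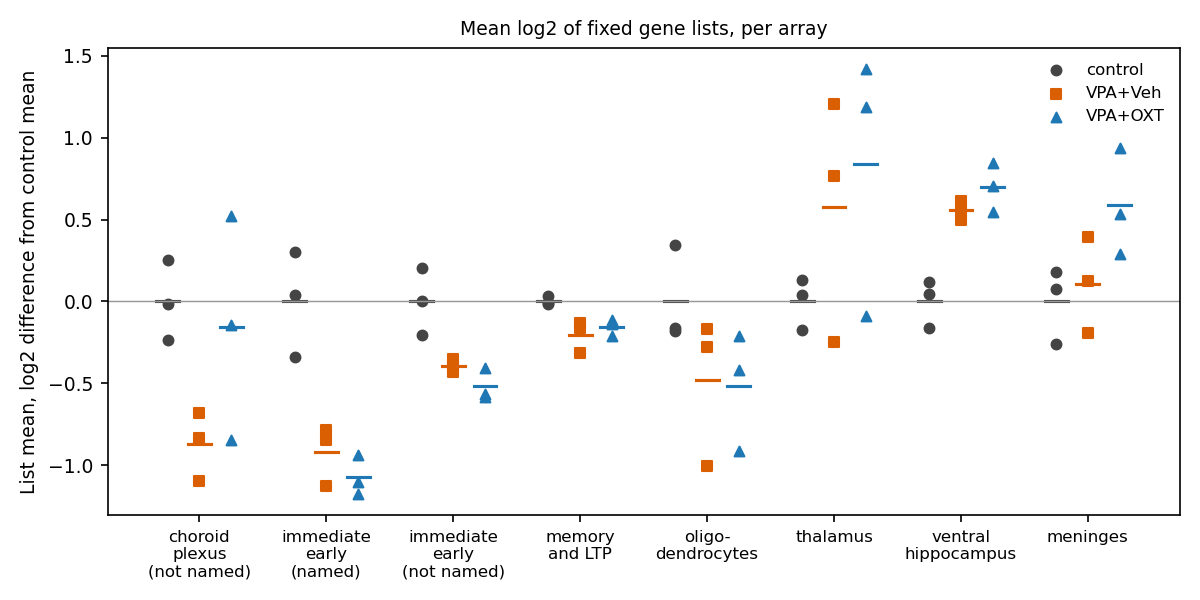
Mean log2 difference of fixed gene lists from the mean of the control arrays (vertical axis), for each array of the 3 groups. Each point is 1 array and each line is a group mean. The mean of the immediate early genes outside the paper's figures is -0.39 in the vehicle-treated VPA group and -0.52 in the OXT-treated VPA group.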

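Nr2f2, the gene of a nuclear receptor that acts as a transcription factor in neurons, was higher in both VPA groups than in control. Its log2 level was 6.26 ± 0.13 in control, 7.45 ± 0.19 in the vehicle-treated VPA group and 7.33 ± 0.11 in the OXT-treated VPA group. The difference between vehicle-treated VPA rats and control was 1.18 (SE 0.12, adjusted p = 0.0655). Vwc2l, a gene of a secreted protein, was higher by 1.43 (SE 0.30, adjusted p = 0.192). The glutamate receptor gene Grm8 was higher by 1.01 (SE 0.16, adjusted p = 0.134), the nicotinic receptor gene Chrna4 by 1.00 (SE 0.34, adjusted p = 0.433) and the peptide gene Adcyap1 by 0.77 (SE 0.13, adjusted p = 0.134). The dopamine receptor gene Drd5 was higher by 0.80 (SE 0.22, adjusted p = 0.324), Slc35g2 by 0.99 (SE 0.11, adjusted p = 0.134), the homeobox gene Pbx3 by 0.71 (SE 0.24, adjusted p = 0.416) and the ankyrin gene Ank1 by 0.67 (SE 0.11, adjusted p = 0.134). On the lower side, the nuclear receptor genes Nr4a1 and Nr4a3 differed by -1.25 (SE 0.24, adjusted p = 0.139) and -0.73 (SE 0.13, adjusted p = 0.134). The phosphatase gene Dusp1 differed by -0.85 (SE 0.20, adjusted p = 0.222). Fig. 1D holds 23 of the DEGs of the paper, of which 22 were measured and Hbb was not matched to a probe set. All 22 were DEGs here, 14 higher and 8 lower, and 18 of them also differed between OXT-treated VPA rats and control at an unadjusted p under 0.05. They were selected by the study on the same arrays, so this is not independent evidence. Both comparisons also hold the same control arrays, and the F test includes the OXT-treated arrays. Nr2f2, Galr1 and Htr2c also belong to a list of 7 markers of the ventral hippocampus. The list mean was higher by 0.56 (camera, adjusted p = 1.8e-04, and adjusted p = 0.0986 with an estimated correlation). Of the 7 markers, 5 were higher, 0 were lower and 2 did not pass, and the 5 also passed when adjusted over the list alone. The 3 markers that the study names are not independent evidence, and without them the mean was 0.258 and the call was lost (adjusted p = 0.242), with 2 of 4 markers higher.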

Protein-protein interaction analysis further predicted that several interactive networks are formed among the DEGs (Figure 1D). Interestingly, histone deacetylase 1 (HDAC1) and specificity protein 1 (SP1), both of which are regulated by VPA (48, 49), were identified as factors for the transcriptional regulation of DEGs (Figure 1E).

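Transcripts of Hdac1 and Sp1 themselves differed by less than 1.5-fold between the groups, with Hdac1 higher in the vehicle-treated VPA group than in control. The log2 level of Hdac1 was 7.10 ± 0.17 in control, 7.49 ± 0.04 in the vehicle-treated VPA group and 7.26 ± 0.13 in the OXT-treated VPA group. It was higher in the vehicle-treated VPA group than in control by 0.40 (SE 0.11, adjusted p = 0.311), at an unadjusted p under 0.05 and below the 1.5-fold of the criteria. Sp1 had a level of 6.85 ± 0.06 in control, 6.65 ± 0.28 in the vehicle-treated VPA group and 6.87 ± 0.07 in the OXT-treated VPA group, a difference of -0.20 (SE 0.13, adjusted p = 0.681) from control that did not pass. Of 10 measured histone deacetylase genes, Hdac1 was higher, 0 were lower and 9 did not pass (1 higher and 0 lower when adjusted over the list alone). The mean of the list differed by 0.01 (camera, adjusted p = 0.828). The targets of HDAC1 in Fig. 1E are Egr1, Fos and Sfrp1, and all 3 were DEGs with lower levels in the vehicle-treated VPA group. Egr1 and Fos encode transcription factors of the activity response and differed by -0.92 (SE 0.23, adjusted p = 0.275) and -0.84 (SE 0.16, adjusted p = 0.134). Of the 7 targets of SP1 in Fig. 1E, 5 were lower and 2 were higher, and all 7 were DEGs. The higher ones were Slc19a3 and the angiotensinogen gene Agt, which differed by 0.95 (SE 0.30, adjusted p = 0.387). These targets were chosen by the study from its DEGs and are not independent evidence.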

**FIGURE 1:**
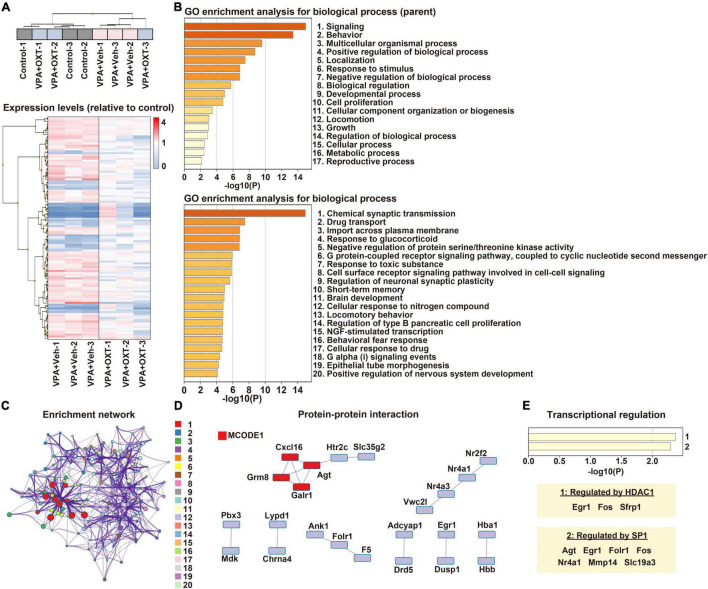
Transcriptome profiling in the hippocampus of prenatally VPA exposed rats. **(A)** Hierarchical clustering of DEGs between groups. Expression levels were normalized to those of the control. **(B)** Biological processes of DEGs in GO enrichment analysis. Top, parent; Down, child annotations, respectively. **(C)** Enrichment networks between clusters of biological processes. Shown numbers are the same with those of child annotations in panel **(B)**. **(D)** Protein-protein interactive networks between DEGs. Shown by MCODE1 represents a strongly connected network. **(E)** Analysis of transcriptional regulation of DEGs. HDAC1 and SP1 are detected as significant regulators. VPA, valproic acid; DEG, differentially expressed gene; GO, gene ontology; MCODE1, molecular complex detector; HDAC, histone deacetylase; SP1, specificity protein 1.

### Autism Spectrum Disorder-Associated Molecular Changes in the Hippocampus by Prenatal Valproic Acid Exposure

We next addressed which human diseases are associated with DEGs. Notably, DEGs are known to be enriched in ASD-associated [mental disorders, Gilles de la Tourette syndrome (50), and various types of epilepsy] and learning disability-associated (cognition disorders and mental deterioration) diseases (Figure 2A). 

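Ion channel and receptor genes with variants in epilepsy differed in both directions between the vehicle-treated VPA group and control. The calcium channel gene Cacna1a differed by -0.31 (SE 0.11, adjusted p = 0.453). The protocadherin gene Pcdh19 was higher by 0.42 (SE 0.17, adjusted p = 0.518). Of 14 measured genes of a fixed epilepsy list, 3 were higher, 2 were lower and 9 did not pass at an unadjusted p under 0.05. The mean difference of the list was 0.10 (camera, adjusted p = 0.676), and -0.026 without the genes that the study names. Adjusted over the list alone, 0 were higher and 0 were lower. Of 18 measured genes of a fixed autism list, 0 were higher, the synaptic scaffold gene Shank2 was lower at -0.21 (SE 0.08, adjusted p = 0.491), and 17 did not pass. The mean of that list was -0.03 (adjusted p = 0.709). Shank3, a gene of the same scaffold family, differed by -0.14 (SE 0.15, adjusted p = 0.8) and did not pass. Fmr1, the gene of fragile X syndrome, differed by 0.12 (SE 0.13, adjusted p = 0.797) and did not pass either. The disease database that the paper used was not used here, so these lists stand beside its terms and do not repeat its test.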

To further reveal the relationship with human ASD, the overlap between DEGs and ASD candidate genes was investigated using two databases. Eight DEGs were included in the SFARI database, and *Ahi1* was indicated as a cause of syndromic ASD (Figure 2B). In addition, 13 DEGs overlapped with gene sets in the hippocampus of ASD in middle-late childhood in Krishnan’s database (Figure 2C). Collectively, these results suggest that molecular profiles in the hippocampus could underlie autistic behaviors, including learning disabilities seen in prenatally VPA-exposed rats.

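All 8 genes of this overlap were higher in the vehicle-treated VPA group than in control at an unadjusted p under 0.05, and 6 of them met all of the study's criteria. The cationic amino acid transporter gene Slc7a3 was higher by 0.97 (SE 0.24, adjusted p = 0.269). Ntng1, which encodes a netrin that guides axons, was higher by 0.87 (SE 0.25, adjusted p = 0.344). The contactin gene Cntn3 was higher by 0.75 (SE 0.17, adjusted p = 0.215), the glycosyltransferase gene Galnt13 by 0.74 (SE 0.16, adjusted p = 0.198) and the GABA-A receptor subunit gene Gabrg3 by 0.68 (SE 0.12, adjusted p = 0.134). The sodium channel gene Scn1a was higher by 0.70 (SE 0.20, adjusted p = 0.332). Cntn6 was higher by 0.89 (SE 0.14, adjusted p = 0.134), with log2 levels of 5.67 ± 0.06 in control and 6.56 ± 0.22 in the vehicle-treated VPA group, below the level of 6.6 that the criteria ask for. Ahi1, a gene of the primary cilium, had a level of 8.68 ± 0.16 in control, 9.11 ± 0.16 in the vehicle-treated VPA group and 9.07 ± 0.16 in the OXT-treated VPA group. It was higher by 0.43 (SE 0.12, adjusted p = 0.343), below 1.5-fold. All 8 genes also differed between OXT-treated VPA rats and control at an unadjusted p under 0.05. Both comparisons hold the same control arrays, and the F test includes the OXT-treated arrays, so this can arise in part without an effect. The study chose the 8 genes from its DEGs on the same arrays, so their number is not independent evidence of their direction.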

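Opalin, a gene of myelinating oligodendrocytes, had the largest negative difference of the genes in Fig. 2C that lie outside the choroid plexus. Its log2 level was 10.29 ± 0.25 in control, 9.27 ± 0.38 in the vehicle-treated VPA group and 9.44 ± 0.43 in the OXT-treated VPA group, a difference of -1.02 (SE 0.25, adjusted p = 0.263) between vehicle-treated VPA rats and control. The adhesion gene Clmp and the glutamate receptor auxiliary gene Shisa6 were lower as well, at -0.74 (SE 0.23, adjusted p = 0.388) and -0.67 (SE 0.20, adjusted p = 0.361). Cxcl16, a chemokine gene, differed by -0.66 (SE 0.17, adjusted p = 0.297). Among the higher genes, Lypd1 differed by 0.81 (SE 0.16, adjusted p = 0.146), the serotonin receptor gene Htr2c by 0.77 (SE 0.30, adjusted p = 0.502) and the adenylyl cyclase gene Adcy8 by 0.63 (SE 0.16, adjusted p = 0.269). All 13 genes passed at an unadjusted p under 0.05, 6 higher and 7 lower, and 10 met all of the study's criteria. The other genes, which stayed below 1.5-fold, were Clstn2 at -0.54 (SE 0.10, adjusted p = 0.134), Hs6st2 at 0.56 (SE 0.20, adjusted p = 0.45) and Neto1 at -0.56 (SE 0.19, adjusted p = 0.444). The study picked these genes from its DEGs, so their number is not independent evidence. Of 9 markers of oligodendrocytes, none of which the study names, Ermn was lower at -0.55 (SE 0.22, adjusted p = 0.513) and 8 did not pass, and 0 passed when adjusted over the list alone. Their mean differed by -0.48 (camera, adjusted p = 0.00117, and adjusted p = 0.578 with an estimated correlation). This call was lost with array weights (-0.24, adjusted p = 0.0581), without control replicate 3 (-0.31, adjusted p = 0.0546) and without vehicle-treated VPA replicate 3 (-0.22, adjusted p = 0.134), with a range of 2.7e-04 to 0.578 over 19 alternatives.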

**FIGURE 2:**
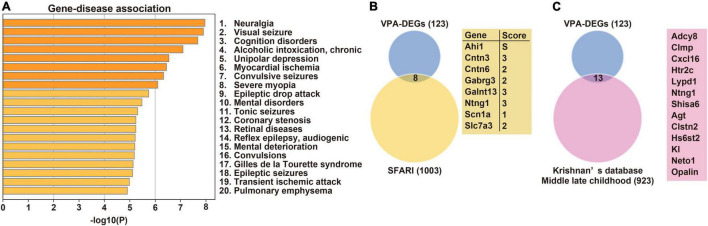
Disease-associated profiling and overlap with ASD candidate genes. **(A)** Association between DEGs and human diseases. Venn’s diagrams depict overlap between DEGs and candidate genes for ASD registered in SFARI **(B)** and Krishnan’s database **(C)**, respectively. ASD, Autism spectrum disorder; DEG, differentially expressed gene.

### Effects of Chronic Administration of Intranasal Oxytocin on Gene Expression in the Hippocampus of Prenatally Valproic Acid-Exposed Rats

To explore the molecular mechanisms by which chronic OXT treatment improves the prenatal VPA exposure induced autistic behaviors, significantly improved populations by OXT among DEGs were extracted (Figure 3A). 

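The improved probe sets fell into a set of named genes that were higher under OXT and a set of mostly unnamed probe sets that were lower. Of 37 improved probe sets, 15 were higher and 22 were lower in the OXT-treated than in the vehicle-treated VPA group. The 15 higher ones all carry 1 symbol, and 10 of them are on a list of choroid plexus markers. Of the 22 lower ones, 20 carry no symbol and 1 carries the symbol of Slc19a3, a thiamine transporter. Slc19a3 had log2 levels of 6.04 ± 0.30 in control, 6.82 ± 0.20 in the vehicle-treated VPA group and 6.25 ± 0.11 in the OXT-treated VPA group, a difference of -0.57 (SE 0.16, adjusted p = 1) between the VPA groups. Cldn2, a gene of the tight junctions of choroid plexus epithelium, was higher under OXT by 1.48 (SE 0.60, adjusted p = 1) as well. Without OXT-treated replicate 1 the count of improved probe sets was 17, and without vehicle-treated VPA replicate 2 it was 61. The 15 higher ones numbered 2 without OXT-treated replicate 1, 5 without vehicle-treated VPA replicate 3 and 25 without OXT-treated replicate 3. Of the improved genes of the study, 13 were improved here with all arrays and 3 without OXT-treated replicate 1. Of all 199 DEGs, 134 (67.3%) had opposite signs in the comparison with control and in the comparison of the VPA groups. Both comparisons hold the same vehicle-treated VPA arrays, so opposite signs also arise where OXT has no effect. In 100 simulated data sets with no OXT effect and with VPA effects of 0.75 of the measured differences, which came nearest to the measured number of DEGs, this share was 71.6% (66.1 to 77.6) and the number of improved probe sets was 34.5 (25 to 48). That setting gave a correlation of 0.726 (0.718 to 0.74) between the differences of both VPA groups from control, against the measured 0.616. With VPA effects of 0.5 of the measured differences the correlation was 0.635 (0.617 to 0.648) and the number of DEGs was 102 (82.9 to 123). The share with opposite signs was then 76.5% (68.8 to 85) and the number of improved probe sets was 26 (17 to 36). Thus no simulated setting met all of the measured values. The simulation draws genes independently, unlike real tissue, so its ranges may be too narrow.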

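Transporter, channel and signaling genes of the choroid plexus made up most of the named genes that were lower in the vehicle-treated VPA group and higher under OXT. The bicarbonate transporter gene Slc4a5 had log2 levels of 7.66 ± 0.61 in control, 4.65 ± 0.85 in the vehicle-treated VPA group and 7.18 ± 1.71 in the OXT-treated VPA group. It differed by -3.01 (SE 0.79, adjusted p = 0.296) between vehicle-treated VPA rats and control and by 2.54 (SE 0.79, adjusted p = 1) between the VPA groups. Kcnj13 differed by -3.28 (SE 0.88, adjusted p = 0.311) and 2.47 (SE 0.88, adjusted p = 1) in the same comparisons. Kl, which encodes klotho, differed by -3.32 (SE 0.90, adjusted p = 0.317) and 2.37 (SE 0.90, adjusted p = 1). The chloride channel gene Clic6 and the coagulation factor gene F5 were higher under OXT by 1.81 (SE 0.71, adjusted p = 1) and 1.94 (SE 0.75, adjusted p = 1). Further genes were the folate receptor gene Folr1, higher by 1.12 (SE 0.41, adjusted p = 1), Sostdc1, by 1.46 (SE 0.57, adjusted p = 1), Tmem72, by 1.12 (SE 0.41, adjusted p = 1), and Kcne2, by 0.56 (SE 0.24, adjusted p = 1). Outside the choroid plexus lists, the matrix protease gene Mmp14 was higher by 0.81 (SE 0.22, adjusted p = 1) and the growth factor gene Mdk by 0.81 (SE 0.31, adjusted p = 1). Prelp, a matrix protein gene, was higher by 0.54 (SE 0.17, adjusted p = 1) and differed by -0.52 (SE 0.17) from control, which is below 1.5-fold. All 13 genes of Fig. 3B that are higher under OXT passed at an unadjusted p under 0.05 in both comparisons, and 12 were DEGs. The 9 choroid plexus genes of the study had a mean difference of -2.21 between vehicle-treated VPA rats and control (camera, adjusted p = 1.1e-08, and adjusted p = 0.334 with an estimated correlation) and of 1.71 between the VPA groups (adjusted p = 1.1e-09, and adjusted p = 0.654 with an estimated correlation). They were picked on the same arrays and are not independent evidence. The 21 markers that the study did not name had means of -0.87 (adjusted p = 1.1e-08, and adjusted p = 0.334 with an estimated correlation) and 0.72 (adjusted p = 5.2e-12, and adjusted p = 0.654 with an estimated correlation). Of these 21, 10 were lower in the vehicle-treated VPA group and 11 did not pass at an unadjusted p under 0.05 (6 when adjusted over the list alone). Under OXT 10 were higher and 11 did not pass (4 when adjusted over the list alone). Without OXT-treated replicate 1 the means between the VPA groups were 0.38 for these 21 markers and 1.02 for the 9 genes of the study. By exact permutation of the arrays, the mean of the 21 markers gave p = 0.1 between vehicle-treated VPA rats and control and p = 0.3 between the VPA groups, the mean of the 9 genes gave p = 0.1 in both, and 0.1 is the smallest p that 3 arrays against 3 allow. Across the 9 arrays, the level of F5 and the mean of the 21 markers had a Pearson r = 0.995 (permutation p = 1.0e-04, the smallest possible, adjusted p = 2.0e-04 over 14 genes) and a Spearman correlation of 0.983 (permutation p = 2.0e-04, adjusted p = 9.3e-04). Without the 2 farthest arrays r was 0.993, and within groups it was 0.989 (exact permutation p = 0.00463, adjusted p = 0.0216). F5 had the strongest Pearson correlation of the 14 genes. Within groups, the adjusted p by exact permutation was also under 0.05 for Kcnj13, Clic6 and Slc4a5. It was over 0.05 for the other genes, such as Kl (r = 0.933, adjusted p = 0.0648) and Sostdc1 (r = 0.909, adjusted p = 0.1). The mean of the 21 markers ranged most within the OXT-treated group (1.37, against 0.484 in control and 0.419 in the vehicle-treated VPA group). Without that group, r within groups was 0.947 for F5, 0.667 for Kl and 0.48 for Sostdc1. It rose for Prelp (0.355 to 0.685) and Sfrp1 (0.078 to 0.768). The gene with the weakest correlation of the 14 was Sfrp1, with a Pearson r = 0.591 (permutation p = 0.0953, adjusted p = 0.0953), a Spearman correlation of 0.427 (permutation p = 0.248, adjusted p = 0.248), r of 0.383 without the 2 farthest arrays, and r of 0.078 within groups (exact permutation p = 0.889, adjusted p = 0.889).

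**Figure D2:**
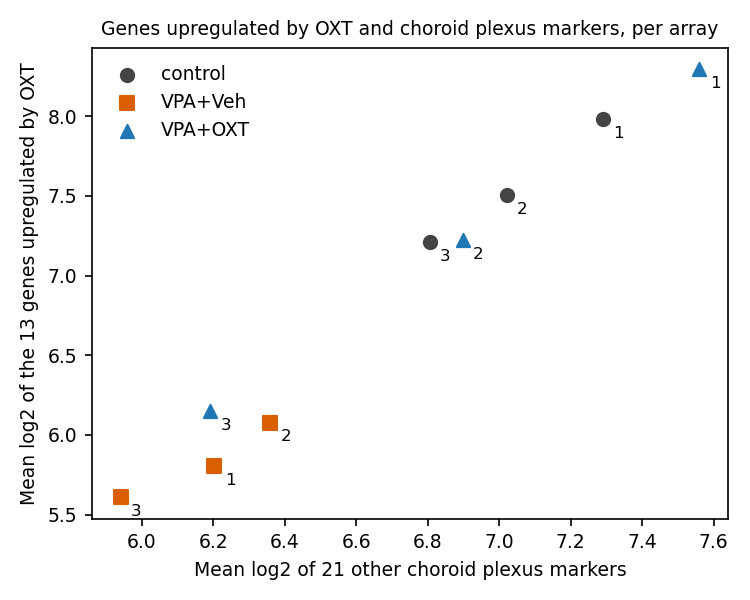
Mean log2 level of the 13 genes of Fig. 3B that are higher under OXT (vertical axis) against the mean log2 level of 21 choroid plexus markers that the study did not name (horizontal axis). Each point is 1 array. OXT-treated replicate 3, at 6.19 on the horizontal axis and 6.15 on the vertical axis, lies with the vehicle-treated VPA arrays.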

Chronic administration of intranasal OXT (12 μg/kg/d) significantly upregulated 13 genes and downregulated two genes among the DEGs (Figure 3B). GO enrichment analysis revealed that these improved genes belonged to partly similar processes with DEGs (Figure 1B), including the developmental process, signaling, and import across the plasma membrane, and different genes such as those involved in epithelial tube morphogenesis and response to steroid hormone (Figure 3C). These GO genes formed networks with each other except for aging, and epithelial tube morphogenesis, and thus would serve as a hub annotation (Figure 3D). 

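Markers of the meninges had a higher mean in the OXT-treated than in the vehicle-treated VPA group, while none of them passed alone when adjusted over their list. Igf2, an insulin-like growth factor gene that meningeal fibroblasts and the choroid plexus express, was higher by 1.19 (SE 0.36, adjusted p = 1). Its binding protein gene Igfbp2 was higher by 1.14 (SE 0.35, adjusted p = 1). Both were improved by the F criterion, although their unadjusted p for vehicle-treated VPA rats against control was over 0.05. The collagen gene Col3a1 was higher by 0.52 (SE 0.14, adjusted p = 1) and the proteoglycan gene Ogn by 0.78 (SE 0.32, adjusted p = 1). Of 14 markers of the meninges, 6 were higher, 0 were lower and 8 did not pass at an unadjusted p under 0.05, and 0 passed when adjusted over the list alone. Their mean was higher by 0.48 (camera, adjusted p = 1.6e-08, and adjusted p = 0.654 with an estimated correlation). The difference was 0.31 without OXT-treated replicate 3. Without both this array and vehicle-treated VPA replicate 3 it was 0.157 and the call was lost (adjusted p = 0.219), with a range of 8.9e-11 to 0.666 over 19 alternatives. The list mean was 7.01, 6.76 and 7.41 in the OXT-treated arrays and between 6.28 and 6.86 in the vehicle-treated VPA arrays. Corticosteroids act on the hippocampus in part through the glucocorticoid receptor. Of 13 genes of the glucocorticoid response, 0 were higher and 0 were lower between the VPA groups, with a mean of -0.12 (adjusted p = 0.0286, and adjusted p = 0.86 with an estimated correlation). This call was lost without vehicle-treated VPA replicate 1 (-0.02, adjusted p = 0.785) or 2 (-0.08, adjusted p = 0.257) and without OXT-treated replicate 1 (-0.09, adjusted p = 0.223) or 2 (-0.09, adjusted p = 0.142), and the mean was -0.268 without vehicle-treated VPA replicate 3, with an adjusted p range of 9.9e-09 to 0.974 over 19 alternatives. Fkbp5, a gene that this receptor induces, differed by -0.25 (SE 0.15, adjusted p = 1). The sulfate transporter gene Slc13a4 was higher by 1.07 (SE 0.39, adjusted p = 1), and the vitamin genes Rfk and Retsat by 0.98 (SE 0.31, adjusted p = 1) and 0.87 (SE 0.37, adjusted p = 1). On the lower side stood Rbmxl1, a gene of an RNA-binding protein, at -0.76 (SE 0.21, adjusted p = 1). At an adjusted p under 0.05 limma gave 0 probe sets between the VPA groups, and 1419 passed at an unadjusted p under 0.05, 565 higher and 854 lower. The arrays of the VPA groups did not overlap for 6.33% of the probe sets, where chance gives 10%.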

Finally, interactive networks were predicted between ASD candidates and DEGs improved by OXT using Krishnan’s database (except for *Mt-nd3*, which were not registered in the database). The predicted top 10 genes that interacted with 14 of the DEGs improved by OXT are shown in Figure 3E. Of these, three genes were reported to be involved in social behaviors, learning, and memory (Table 1). 

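Most DEGs of the vehicle-treated VPA group also differed from control in the OXT-treated VPA group. Of 199 DEGs, 148 kept their direction at an unadjusted p under 0.05, 86 higher and 62 lower, and 116 did so with more than 1.5-fold. Both comparisons hold the same control arrays, and the F test that picks the DEGs includes the OXT-treated arrays, so part of this share of 74.4% arises without any effect. In simulated data it was 41.1% (28.5 to 59.4) without effects. With no OXT effect and VPA effects of 0.5 and 0.75 of the measured differences it was 61.4% (54.5 to 72.6) and 77.3% (71.3 to 82.1). Genes were drawn independently there, so these ranges may be too narrow. The glutamate transporter gene Slc17a6 was higher under OXT than in control by 2.49 (SE 0.50, adjusted p = 0.163), and Calb2 by 2.14 (SE 0.57, adjusted p = 0.362). The amino acid transporter gene Slc6a20a and the serotonin receptor gene Htr2c were higher by 1.44 (SE 0.29, adjusted p = 0.168) and 1.34 (SE 0.30, adjusted p = 0.231). Nr4a1 and Egr1 differed by -1.49 (SE 0.24, adjusted p = 0.142) and -1.26 (SE 0.23, adjusted p = 0.142), and the kinase genes Sgk1 and Pdk4 by -1.25 (SE 0.29, adjusted p = 0.241) and -1.11 (SE 0.33, adjusted p = 0.437). The synaptotagmin gene Syt9 was higher by 1.43 (SE 0.51, adjusted p = 0.556). Markers of endothelium were higher, with a mean of 0.31 (camera, adjusted p = 1.2e-06, and adjusted p = 0.0303 with an estimated correlation). Of 8 markers 5 were higher and 3 did not pass (4 when adjusted over the list alone), among them the transporter gene Abcb1a at 0.46 (SE 0.10, adjusted p = 0.194). The ventral hippocampus markers had a mean of 0.70 (adjusted p = 1.6e-06, and adjusted p = 0.0303 with an estimated correlation), with 5 of 7 higher and 2 that did not pass (3 when adjusted over the list alone). Without the 3 of them that the study names, the mean was 0.417 (adjusted p = 0.0285), with 2 of 4 higher. For genes of the oxytocin system no difference between the VPA groups was found, but their levels are low, and 0 of the 5 measured genes lie over 6.6 in control. The level of Oxt was 6.36 ± 0.06 in control, 5.99 ± 0.26 in the vehicle-treated VPA group and 6.26 ± 0.30 in the OXT-treated VPA group, and that of its receptor gene Oxtr was 6.32 ± 0.19 in control, 6.64 ± 0.14 in the vehicle-treated VPA group and 6.55 ± 0.37 in the OXT-treated VPA group. Of these 5 genes 0 passed at an unadjusted p under 0.05, with a mean difference of 0.07 (adjusted p = 0.711). Between OXT-treated VPA rats and control, 2246 probe sets passed at an unadjusted p under 0.05 and 0 at an adjusted p under 0.05 from limma. The latter count was 34 with array weights, 107 with trend and robust moderation and 163 with only probe sets over 6.6. The smallest adjusted p was 0.0831, and the arrays did not overlap for 12% of the probe sets, where chance gives 10%.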

Chronic administration of intranasal OXT has the potential to partly regulate the molecular pathways in the hippocampus involved in ASD-like behaviors induced by prenatal VPA exposure.

**FIGURE 3:**
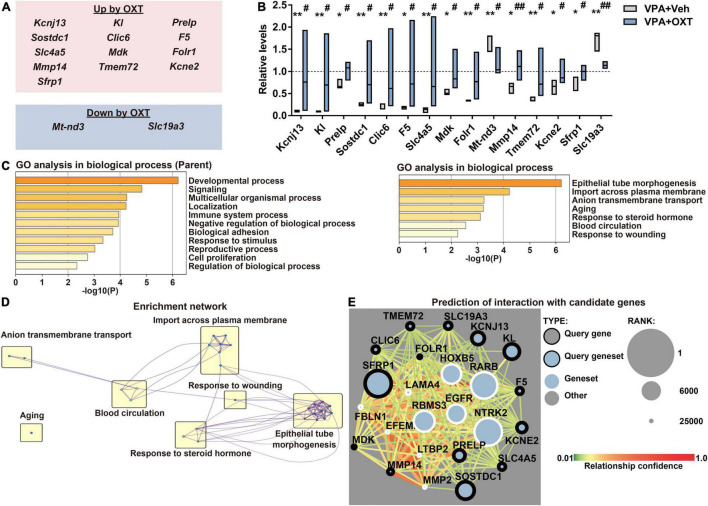
Effect of chronic treatment of intranasal OXT on prenatal VPA exposure-induced molecular changes. **(A)** Summary of (top) upregulated and (bottom) downregulated DEGs by OXT (12 μg/kg/day). **(B)** Quantification of expression levels of genes improved by OXT. The levels were normalized to those of the control. The top and bottom of the bar depict the highest and the lowest of values, respectively. The line within the bar shows the median (*n* = 3 per group). *P < 0.05 and **P < 0.01 vs. control; ^#^*P* < 0.05 and ^##^*P* < 0.01 vs. vehicle-treated VPA. **(C)** Biological processes of DEGs in GO enrichment analysis. Left, parent; Right, child annotations, respectively. **(D)** Enrichment networks between clusters of biological processes with child annotations. **(E)** Predictive interaction between DEGs improved by OXT and ASD candidates in Krishnan’s database. Shown are top 10 of candidates connecting strongly with our gene sets. DEG, differentially expressed gene; OXT, oxytocin; GO, gene ontology.

**TABLE 1:** Relationship of the predicted genes to hippocampal function and ASD-like behaviors.

Genes	Function in the hippocampus and ASD phenotypes	Sources
*Egfr*	Enhancement of LTP through recruitment of NMDA receptor GluN2B subunit by EGFR activation	(68)
*Rarb*	Impairments of LTP, AMPA receptor-mediated synaptic transmission, spatial memory, and social recognition by reduction in RARβ levels	(74)
*Ntrk2*	Impairments of hippocampal LTP and learning in TrkB knockout mice; Reduction of TrkB levels and LTP in the hippocampus and impaired learning and sociability in an inbred ASD model	(69, 70)

*AMPA, α-amino-3-hydroxy-5-methyl-4-isoxazolepropionic acid; EGFR, epidermal growth factor receptor; NMDA, N-methyl-D-aspartate; RARβ, retinoic acid receptor β; TrkB, tropomyosin receptor kinase B.*

## Discussion

Valproic acid is an inhibitor of HDACs that epigenetically modulates gene expression (48). It has been suggested that VPA-induced teratogenicity results from HDAC inhibition. The effects of HDAC inhibitors on fetal teratogenicity are suppressed by their analogs with lower potency against HDACs (51, 52). Interestingly, it has been reported that the prenatal VPA exposure-induced social deficits were ameliorated by chronic administration of HDAC inhibitors at postnatal days (13), supporting the critical role of epigenetic modulation by HDAC inhibition for both onset and amelioration of ASD. In the present study, HDAC1 and specificity protein 1 were implicated as transcriptional regulators of DEGs, suggesting the relevance of the hippocampus in ASD-like molecular profiling and behaviors induced by prenatal VPA exposure.

The dorsal and ventral hippocampus primarily function in cognition and emotion, respectively; inhibition of protein synthesis in the dorsal hippocampus decreases fear memory consolidation (53). The dorsal hippocampus lesion also impairs spatial memory (54). Optogenetics experiments suggested that activity in the ventral hippocampus is required for social memory recall in mice (55). In terms of emotional behaviors, in contrast, the dorsal and ventral parts are reported to oppositely regulate anxiety in rodents; muscimol infusion into the dorsal hippocampus provokes anxiety, while into the ventral part has anxiolytic effects (56). In addition, dorsal-ventral neural circuits in the hippocampus contribute to social memory (57). These reports suggest that the dorsal hippocampus is also involved in emotion, although the degree of contribution is likely to be less than in the ventral part. It is noteworthy that hippocampal volume is altered in ASD patients compared to typically developed individuals, although there is a discrepancy whether the volume increases or decreases (58, 59). Functional magnetic resonance imaging showed that neural connectivity in the anterior hippocampus (ventral part in rodents) was reduced in ASD patients (60). However, there are few reports on the anatomical and functional findings of the dorsal hippocampus in ASD patients.

In this study, 174 genes were identified as DEGs in the hippocampus of prenatally VPA-exposed rats. Among these, only 32 genes were also identified as DEGs in the amygdala or prefrontal cortex of prenatally VPA-exposed models (12, 14, 15), suggesting a distinct pattern of molecular changes between the brain regions in models such as ASD patients (47). According to the gene-disease analysis, prenatal VPA exposure affects a subset of genes in the hippocampus involved in both ASD- and learning disability-associated diseases (Figure 2A). Using transcriptome profiling, our study thus demonstrated that the hippocampus is a key region in terms of its contribution to ASD phenotypes, including learning disabilities.

We identified some key molecular changes induced by prenatal VPA exposure and upregulated by OXT. 

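Sfrp1, which encodes a secreted protein of the Wnt pathway, had log2 levels of 6.61 ± 0.16 in control, 6.00 ± 0.38 in the vehicle-treated VPA group and 6.56 ± 0.27 in the OXT-treated VPA group. It differed by -0.61 (SE 0.20, adjusted p = 0.418) between vehicle-treated VPA rats and control and by 0.57 (SE 0.20, adjusted p = 1) between the VPA groups. It was an improved gene in 12 of the 28 alternatives that act on such calls. Of 15 measured targets and inhibitors of the Wnt pathway, Dkk3 was lower in the vehicle-treated VPA group at -0.56 (SE 0.12, adjusted p = 0.211), 0 were higher and 14 did not pass at an unadjusted p under 0.05. The mean of the list was -0.04 (camera, adjusted p = 0.828). The list joins targets with inhibitors, which need not move in the same direction, so its mean cannot decide whether the activity of the pathway differed. In control, 7 of the 15 genes lie over a log2 level of 6.6, so differences of the others could be missed. Between the VPA groups 0 of the 15 passed, with a mean of 0.01 (adjusted p = 0.815). The cyclin gene Ccnd1, a target of the pathway, differed by -0.13 (SE 0.13, adjusted p = 0.798) from control. Of 11 genes of retinoic acid signaling, 0 passed between vehicle-treated VPA rats and control, with a mean of 0.06 (adjusted p = 0.58). Only 4 of these 11 lie over 6.6 in control. Rarb, a receptor gene of this pathway, had levels of 5.95 ± 0.01 in control, 6.08 ± 0.16 in the vehicle-treated VPA group and 6.19 ± 0.08 in the OXT-treated VPA group. It differed by 0.11 (SE 0.10, adjusted p = 1) between the VPA groups.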

Secreted frizzled-related protein 1 is an endogenous inhibitor of Wnt signaling (61), which gets activated in both the brains of ASD patients and the hippocampus of prenatally VPA-exposed rats (62, 63). Interactive networks also revealed a relatively higher connection between *Sfrp1* and *Rarb* (Figure 3E). Transcription of cluster of differentiation 38, which is critical for OXT release (64), is regulated by RARs (65). The severity of ASD has been reported to negatively correlate with serum levels of vitamin A (66). Notably, Lai et al. reported that maternal deficiency of vitamin A in rats induced ASD-like behaviors and decreased the expression levels of cluster of differentiation 38 and retinoic acid receptor β in the hypothalamus and OXT in the serum of the offspring, all of which were rescued by maternal supplementation of vitamin A (67). These reports suggest that the molecular pathways involved in Wnt signaling, including secreted frizzled-related protein and retinoic acid receptor β, play a critical role in ASD pathology and improve following chronic OXT treatment. Epidermal growth factor receptor and tropomyosin receptor kinase B were also predicted to interact with DEGs improved by OXT (Figure 3E and Table 1), and these genes are reported to be involved in social behaviors, learning, and hippocampal LTP (68–70). Oxytocinergic signaling activates epidermal growth factor receptor to promote LTP maintenance (71). Both *Ntrk* deletion, specifically in oxytocinergic neurons and *Bdnf* deletion, impair maternal behaviors against offspring in mice (72). These reports support that OXT is involved in the molecular pathways underlying not only social behaviors but also hippocampus-dependent learning and memory. To the best of our knowledge, this is the first report to evaluate effects of OXT on molecular alterations in the dorsal hippocampus of an animal model of ASD. However, a limitation of this study is that it did not evaluate the effects of OXT on molecular alterations in the amygdala and prefrontal cortex, regions related to emotion and well-investigated in ASD. As mentioned above, it is likely that the pattern of molecular alterations is distinct between brain regions in ASD. In order to further confirm the efficacy of OXT for ASD, the effects on molecular alterations in these regions should be investigated in the future.

In this study, chronic administration of OXT was conducted at adolescence just after weaning in order to avoid the risk of parental abandonment. Interestingly, maternal administration of OXT is implicated to suppress postnatal pathogenesis in animal models of ASD through enhancing excitatory/inhibitory switching of γ-aminobutyric acid during development (73). This suggests the possibility of maternal administration of OXT may reduce the risk of postnatal development of ASD, even when epilepsy patients are medicated with anticonvulsants including VPA during pregnancy. Further study is needed in the future to investigate the possibility of maternal OXT medication for restoration of postnatal ASD development and molecular alterations.

In summary, the present study demonstrated that prenatal VPA exposure affects the molecular pathways involved in ASD-like phenotypes in the hippocampus. Chronic administration of intranasal OXT partly ameliorated these alterations, which would underlie the improvement of social and learning disabilities seen in the prenatally VPA-exposed ASD model.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE196500.

## Ethics Statement

The animal study was reviewed and approved by the Committee on Animal Experiments at Tohoku University.

## Author Contributions

KM and YS performed the experiments. NA and YN verified the methodology and provided the materials and apparatus. KM and KF wrote the manuscript. KF designed the study. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Footnotes

1
http://metascape.org

2
https://gene.sfari.org/

3
http://asd.princeton.edu

## Abbreviations

ASD: autism spectrum disorder
DEG: differentially expressed gene
GO: gene ontology
HDAC: histone deacetylase
LTP: long-term potentiation
MCODE: molecular complex detection
OXT: oxytocin
SHANK: SH3 and multiple ankyrin repeat domains
VPA: valproic acid.

How the deposited data were processed for this re-analysis (not part of the article)

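RNA of the dorsal hippocampus was measured on 9 arrays, 1 array per rat, with 3 control, 3 vehicle-treated VPA and 3 OXT-treated VPA rats. The authors made the values from Rat Gene 2.0 ST arrays with Transcriptome Analysis Console (version 4.0 in the methods) and Affymetrix Expression Console (named in the submitters' notes without a version). The sources used here do not name the summarization method, the genome build or the annotation version, so no coordinates are given. The log2 values were made by the authors' array normalization and summarization before deposit, were rounded to 2 decimals, and lie between 0.9 and 13.77. They were used as deposited by the authors, without further normalization and without a filter on level before the fit. The number of arrays limits the precision.

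Of 30429 probe sets, 18511 carry 1 gene symbol and stand for 18166 genes. The gene IDs of 18394 probe sets matched a RefSeq gene table of the rat assembly GRCr8, which was used for names only. For 291 genes with more than 1 probe set, the probe set with the highest mean stands for the gene in lists and named genes. Of 67 genes that the paper names, 63 were measured.

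A linear model of the 3 groups was fitted with limma (version 3.58.1, R version 4.3.3) with empirical Bayes moderation (prior degrees of freedom 2.723), and gave the difference of each pair of groups and the moderated F. P values were adjusted by the Benjamini-Hochberg method over all probe sets. The study's criteria were an unadjusted p under 0.05 for the F, a difference of mean log2 over 0.585 (1.5-fold), and a mean log2 over 6.6 in at least 1 group. The procedure was tested on simulated data with 100 probe sets changed by 1 and 100 changed by 2 on the log2 scale. The list of astrocyte markers was raised as a whole in the same data. Of changes of 1 on the log2 scale, 97% met the criteria and 91% passed at an adjusted p under 0.05, while 51 unchanged probe sets met the criteria, 14 passed at an adjusted p under 0.05 and 22 counted as improved.

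The genes named come from a fixed rule, and not all of those that it takes from the lists are printed. It takes every gene that the paper names. It takes, for each pair of groups, the 10 higher and the 10 lower genes with the largest differences among those that met an unadjusted p under 0.05, 1.5-fold and the level of 6.6 without overlap of the arrays. It also takes up to 4 members of each list with the smallest p. Fixed lists of cell types, neighboring brain regions and pathways hold 393 genes, of which 331 were measured, and 34 of 35 lists have measured members. The list of mitochondrially encoded genes has none. Lists were tested with camera at a preset correlation of 0.01, again with an estimated correlation, and with fry.

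Correlations across arrays used permutation, and exact permutation within groups. Shared arrays were simulated in 100 data sets per setting, with variances drawn for each probe set and genes drawn independently. The comparisons, lists and alternatives were set before the data were examined, apart from those named as chosen later. The alternatives were quantile normalization, median centring, array weights, only the 2 groups compared, trend and robust moderation, no moderation, a filter on level, only probe sets of 1 symbol with 1 per gene, the replicate number as a block, leaving out each array, a choroid plexus score as a covariate, leaving out choroid plexus genes, and other forms of each criterion. The enrichment, interaction, regulator and disease databases of the paper, SFARI and the database of Krishnan were not used here, so those analyses were not repeated. Behavior was not analysed here.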

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

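The tests on thalamus markers, on the immediate early genes and on handling, the leaving out of a pair of arrays, and most alternatives for gene lists, were chosen after the results were seen, while those on the amount of choroid plexus were planned. The values in the last paragraph appeared in lists or probe sets that the paper does not analyse, and some of these lists hold genes that it names.

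Choroid plexus markers that the study did not name had a lower mean in the vehicle-treated VPA group than in control (-0.871, 10 of 21 lower, and adjusted p = 0.334 with an estimated correlation) and a higher mean in the OXT-treated than in the vehicle-treated VPA group (0.715, 10 of 21 higher, and adjusted p = 0.654 with an estimated correlation), together with the genes that the study calls improved. With the thalamus score as a covariate the first difference was -1.18 (SE 0.268), which met a bound set against adjacent thalamus. That bound was added after the result, and the expectation first written for this test, a shift of the thalamus list itself, was met. In the OXT-treated replicates the thalamus means (7.93, 7.70 and 6.43) fell with the choroid plexus means (7.56, 6.90 and 6.19). From control to the vehicle-treated VPA group the 2 lists moved in opposite directions, so this covariate cannot exclude adjacent thalamus. Different amounts of choroid plexus in the dissected tissue remain a candidate explanation. The mean log2 level of the marker Ttr went from 12.28 in control to 7.46 in the vehicle-treated VPA group. In control hippocampus, 11 of the 21 markers lie over 6.6. The deviations of 10 expressed markers from their group means had a median pairwise r of 0.742. The range of the list mean within the OXT-treated group (1.37) exceeded the difference of the VPA groups. With the choroid plexus score as a covariate, 10 of the 13 genes passed no more and had lost much of their difference, Sfrp1 (0.567 to 0.531, unadjusted p = 0.0924) and Prelp (0.543 to 0.408, unadjusted p = 0.103) passed no more but kept most of theirs, Slc4a5 alone still passed (0.67), and the mean of all went from 1.393 (SE 0.504) to 0.296 (SE 0.239). Of these 13 genes, 9 are choroid plexus genes themselves, so this covariate cannot tell the amount of tissue from an effect on the choroid plexus. An effect of VPA or OXT on the choroid plexus itself was not tested separately and stays open.

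Immediate early genes had lower means in both VPA groups than in control, by -0.391 in the vehicle-treated group for those outside the paper's figures (5 of 11 lower, and adjusted p = 0.334 with an estimated correlation). For all 16 immediate early genes the mean was -0.623 (SE 0.109) without and -0.576 (SE 0.134) with the thalamus score as a covariate. That meets the bound set for this test only narrowly, and 5 of these genes were picked by the study on the same arrays. For the other 11 the mean went from -0.453 (SE 0.095) to -0.385 (SE 0.11). Adding 2 SE gives -0.166, which misses that bound. Vehicle-treated VPA replicate 3 and OXT-treated replicate 3 had thalamus list means of 6.27 and 6.43, against 6.34 to 6.64 in control. Their means of the 11 genes were 6.77 and 6.71, below the control arrays (6.92 to 7.32). However, the thalamus marker Slc17a6 was 7.67 and 7.71 in these 2 arrays, against 6.09 to 6.77 in control. The 2 arrays can therefore not be taken as free of thalamus, and adjacent thalamus stays open for the 11 genes. Handling or time of day at tissue collection cannot be told apart from the groups, because no source used here gives either, and the glucocorticoid response list, with a mean of -0.31 over both VPA groups, did not pass in the vehicle-treated group (-0.248, adjusted p = 0.0622) and passed in the OXT-treated group (-0.371, adjusted p = 8.2e-05, and adjusted p = 0.471 with an estimated correlation). An effect of prenatal VPA on neuronal activity or on transcription may be present and was not tested.

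Thalamus markers had a higher mean in the vehicle-treated VPA group than in control (0.575, adjusted p = 0.0164, and adjusted p = 0.685 with an estimated correlation), with 2 of 11 higher, 1 lower and 8 that did not pass. The call was lost without any 1 of 3 arrays, the mean was 0.262 (adjusted p = 0.415) without vehicle-treated VPA replicate 1 and 0.985 without replicate 3, and vehicle-treated VPA replicate 3 (6.27) lay below the control arrays (6.34 to 6.64). Adjacent thalamus in the dissected tissue is a candidate explanation for these markers, whose 7 expressed members had a median pairwise r of 0.955 within groups. In control hippocampus, 4 of the 11 markers lie over 6.6. The mean of the marker Slc17a6 went from 6.32 to 8.51, but it did not follow the list in every array. It was 7.67 in vehicle-treated VPA replicate 3 and 7.71 in OXT-treated replicate 3, where the list means were 6.27 and 6.43. Of 65 higher DEGs outside the list, 61 (93.8%) kept their p and sign with the thalamus score as a covariate, as 76 of 78 lower ones did. That met the bound set against adjacent thalamus for the higher DEGs. The count does not show how far each difference shrank, so it cannot exclude adjacent thalamus as a part of them. A difference in thalamic or hippocampal neurons through VPA was not tested and stays open.

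In the vehicle-treated VPA group, compared with control, the list mean was 0.237 for endothelium (with an estimated correlation, adjusted p = 0.0986, as for the lists that follow), -0.522 for ependyma (adjusted p = 0.578), -0.257 for hippocampal principal cells (adjusted p = 0.334), -0.205 for memory and long-term potentiation (adjusted p = 0.334), -0.481 for oligodendrocytes (adjusted p = 0.578), 0.613 for red blood cells (adjusted p = 0.37) and 0.558 for ventral hippocampus (adjusted p = 0.0986). Without vehicle-treated VPA replicate 3 the means were -0.333 for ependyma, -0.137 for hippocampal principal cells and -0.222 for oligodendrocytes, and these calls were lost; without the genes that the study names red blood cells had 0.462 (adjusted p = 0.155) and ventral hippocampus 0.258 (adjusted p = 0.242). Between the VPA groups it was -0.123 for the glucocorticoid response (adjusted p = 0.86 with an estimated correlation) and 0.482 for the meninges (adjusted p = 0.654 with an estimated correlation), which was 0.157 (adjusted p = 0.219, against 8.9e-11 to 0.666 over its 19 alternatives) without vehicle-treated VPA replicate 3 and OXT-treated replicate 3. A set of 20 probe sets without a symbol was higher in the vehicle-treated VPA group than in control and lower under OXT.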

How the results depend on the processing

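The covariates with a thalamus score and the leaving out of vehicle-treated VPA replicate 3 with OXT-treated replicate 3 were chosen after the results were seen, as were, for gene lists other than the choroid plexus list, all settings but the estimated correlation, fry and the mean of probe sets. The other settings were planned for the counts, unless named as chosen later, and were extended to named genes after the results were seen. The count of probe sets at an adjusted p under 0.05 between vehicle-treated VPA rats and control (0 as given) was 2 with quantile normalization, 2 with array weights, 80 with trend and robust moderation, 2 without moderation, 140 with only probe sets over 6.6, 2 with only probe sets of 1 symbol (1 per gene, so that those without a symbol are left out), 1 with the thalamus score, 24 without that pair of arrays, and 0 to 3 with 1 array left out. Between the VPA groups it was 2 with the thalamus score, 2 without the pair of arrays, and 0 to 1 with 1 array left out. Between OXT-treated VPA rats and control it was 34 with array weights, 107 with trend and robust moderation, 163 with probe sets over 6.6, 6 with only probe sets of 1 symbol, 2 with the thalamus score, 48 without the pair, and 0 to 4 with 1 array left out. The count among the 3 groups (672) was 372 without moderation, 301 with probe sets over 6.6, 338 with only probe sets of 1 symbol (333 of the 672 carry none), 1082 with the choroid plexus score, 0 with adjusted p, 294 with the level of 6.6, 417 with the fold of vehicle-treated VPA rats against control only, 1090 with the thalamus score, 1787 with both scores, and 605 to 915 with 1 array left out; a fit of only the 2 groups was not run for it. DEGs (199) numbered 342 with the choroid plexus score, 0 with adjusted p, 417 without the level, 349 with the thalamus score, 568 with both scores, and 168 to 272 with 1 array left out. Improved probe sets (37) numbered 18 without moderation, 17 with only probe sets of 1 symbol (20 of the 37 carry none), 79 with the choroid plexus score, 0 with adjusted p, 129 without the level, 20 with a fold for OXT, 58 with both scores, and 17 to 61 with 1 array left out. The choroid plexus list between vehicle-treated VPA rats and control kept -0.871 with an estimated correlation but passed no more, and was -0.987 to -0.745 with 1 array left out. Between the VPA groups it was 0.377 to 1.061. The share of DEGs with opposite signs was 59.8 to 79.8%. The branch of the vehicle-treated VPA arrays held 6 arrays with average linkage, 8 with a correlation distance, 7 with all probe sets over 6.6, 4 with the DEG probe sets, 6 without choroid plexus genes, and, in versions chosen later, 4 with the level of 6.6 and 4 with 1 symbol. With the replicate number as a block the counts were 0, 0 and 0 at adjusted p, 693, 198 and 38. Of 9 pairs of arrays with one number, 2 had a correlation over 0.1 (-0.162 to 0.296), and 2 arrays matched best an array of their number. Between the VPA groups, whose pups can share a litter, the correlations were 0.296, -0.15 and 0.107 for replicates 1, 2 and 3. No clear pairing by number was seen, but a shared litter or batch cannot be excluded. Signs turned for Mfrp with the choroid plexus score (0.081) and with both scores, between vehicle-treated VPA rats and control, for Npas4 (0.396), Tle4 (0.009), Tekt1 (0.027), Clic6 (0.235), F5 (0.083), Prelp (0.103), Mdk (0.48), Aqp1 (0.051), Sostdc1 (0.537), Mfrp (0.134), Col3a1 (-0.181) and Tsc22d3 (-0.232), and between the VPA groups for Clic6 (-0.068), Mdk (-0.069) and Sostdc1 (-0.118). Of 5859 values of named genes 911 were weaker, and of 1930 list values 79 were weaker and 48 stronger. The cause was not tested. The number of arrays limits how precisely each count is known.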

Differences from the paper's values

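The settings named as added were chosen after the values were seen. At the paper's stated thresholds, 672 probe sets differed among the groups, against the paper's 377 genes. Of the alternatives set before the data were examined, those without moderation (372), with only probe sets over 6.6 (301), with only probe sets of 1 symbol, 1 per gene (338, as 333 of the 672 carry no symbol and are left out), with the level of 6.6 for this count (294) and with the fold of vehicle-treated VPA rats against control only (417) lie within 1.5 times the paper's value. The others do not (quantile normalization 665, median centring 700, array weights 801, trend and robust moderation 690, replicate block 693, choroid plexus score 1082, without choroid plexus genes 658, contrast p 930, adjusted p 0, linear fold 680, and 605 to 915 with 1 array left out).

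Under OXT 22 improved probe sets were lower, against the paper's 2 genes. Of the alternatives set beforehand only the one with probe sets of 1 symbol gives 2. That alternative leaves out the 20 lower probe sets without a symbol. It also fits the rest anew, and of the 22 only 1 carries 1 symbol, so leaving out alone does not give the 2. The others give 0 to 89, with 7 for a fold criterion under OXT.

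Several genes that the paper counts as DEGs did not meet the criteria here. Prelp met them only without vehicle-treated VPA replicate 2 and Ahi1 only with the choroid plexus score. Cntn6 met them without vehicle-treated VPA replicate 1, without OXT-treated replicate 3, without the level of 6.6, and, added, without vehicle-treated VPA replicate 3 and OXT-treated replicate 3. Clstn2 met them without control replicate 1, without vehicle-treated VPA replicate 1, and, added, with the thalamus score or both scores. Hs6st2 met them without control replicate 1, without vehicle-treated VPA replicate 3, with the choroid plexus score, and, added, without the pair of arrays. Neto1 met them with array weights, without control replicate 1, without vehicle-treated VPA replicate 3, with the choroid plexus score, and, added, with both scores or without the pair of arrays. The setting without the level of 6.6 keeps all 144 genes, while the other settings drop some of them. The planned ones keep 76 with the choroid plexus score, 85 without vehicle-treated VPA replicate 3, 99 with array weights, 107 without control replicate 1, 116 and 124 without vehicle-treated VPA replicates 1 and 2, and 132 without OXT-treated replicate 3, and the added ones keep 121 with the thalamus score, 86 with both scores and 90 without the pair of arrays.

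In Fig. 1A, whose caption names DEGs between groups, 1 OXT-treated array stands with the vehicle-treated VPA arrays. The clustering here used another set, the 672 probe sets of all 3 groups, and held the vehicle-treated VPA arrays alone. With the DEG probe sets, an alternative set beforehand, OXT-treated replicate 3 joins them as in the figure.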

Other observations

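The simulation grid of shared arrays, the choice of the thalamus score, and the leaving out of arrays for gene lists and named genes were made after the results were seen; the splits of the arrays were planned.

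Lists of blood vessel and blood genes had higher means in the vehicle-treated VPA group. In the vehicle-treated VPA group, compared with control, 4 of 8 endothelial markers were higher at an unadjusted p under 0.05 and 4 did not pass (1 when adjusted over the list alone; camera, adjusted p = 3.0e-04, and adjusted p = 0.0986 with an estimated correlation). The tight junction gene Cldn5 was higher by 0.29 (SE 0.11, adjusted p = 0.486). Markers of red blood cells had a mean of 0.61 (adjusted p = 0.0271, and adjusted p = 0.37 with an estimated correlation), 2 of 3 passing, with Hba-a1 higher by 0.92 (SE 0.34, adjusted p = 0.471) and Hbb-b1 by 0.88 (SE 0.28, adjusted p = 0.387); the call was lost without control replicate 2 (0.57, adjusted p = 0.0766) and vehicle-treated VPA replicate 2 (0.46, adjusted p = 0.128), and without the gene that the study names (0.462, adjusted p = 0.155), with 0.00241 to 0.37 over 20 alternatives. Ependymal markers had a mean of -0.52 (adjusted p = 0.00342, and adjusted p = 0.578 with an estimated correlation), 3 of 9 passing and 6 not; the call was lost with array weights (-0.323, adjusted p = 0.103), without control replicate 3 (-0.37, adjusted p = 0.051) and without vehicle-treated VPA replicate 3 (-0.33, adjusted p = 0.14), with 3.4e-04 to 0.578 over 18 alternatives. Mural cells had a mean of 0.20 (adjusted p = 0.0608, 1 of 8 higher), and passed in some alternatives, with 0.304 (adjusted p = 0.00372) without vehicle-treated VPA replicate 3.

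Other cell types and pathways did not pass as lists between vehicle-treated VPA rats and control with all arrays. The means were -0.04 for astrocytes (adjusted p = 0.828), -0.05 for microglia (adjusted p = 0.669), 0.10 for interneurons (adjusted p = 0.134, 2 of 10 higher, among them Gad1 at 0.46 (SE 0.10, adjusted p = 0.215)), -0.23 for oligodendrocyte precursors (adjusted p = 0.126), -0.09 for neocortex (adjusted p = 0.624), 0.17 for striatum (adjusted p = 0.378), 0.23 for medial habenula (adjusted p = 0.378), 0.11 for the meninges (adjusted p = 0.204), -0.25 for the glucocorticoid response (adjusted p = 0.0622) and -0.12 for the oxytocin system (adjusted p = 0.534). With 1 array left out, 3 of these lists passed, with the lowest adjusted p for the meninges without vehicle-treated VPA replicate 3 (0.257, adjusted p = 0.00838), for the glucocorticoid response without vehicle-treated VPA replicate 1 (-0.353, adjusted p = 0.005) and for oligodendrocyte precursors without vehicle-treated VPA replicate 2 (-0.346, adjusted p = 0.0183). In the OXT-treated VPA group, against control, the means were 0.59 for the meninges (adjusted p = 3.9e-08, and adjusted p = 0.436 with an estimated correlation), -0.37 for the glucocorticoid response (adjusted p = 8.2e-05, and 0.471), 0.42 for mural cells (adjusted p = 2.7e-04, and 0.436), 0.84 for thalamus (adjusted p = 9.0e-04, and 0.489), 0.70 for medial habenula (adjusted p = 0.00385, and 0.489; 0.131 and adjusted p = 0.639 with only members over 6.6, 0.22 and adjusted p = 0.41 without OXT-treated replicate 1, 1.07 without replicate 3, and 3.9e-06 to 0.639 over 19 alternatives), -0.51 for oligodendrocytes (adjusted p = 6.2e-05, and 0.471), -0.50 for ependyma (adjusted p = 0.00138, and 0.471), -0.153 for memory and long-term potentiation (adjusted p = 0.00339, and 0.436) and 0.55 for red blood cells (adjusted p = 0.0192, and 0.436; 0.41, 0.50 and 0.39 and no longer passing without control replicate 1, control replicate 2 and OXT-treated replicate 3, 0.717 and adjusted p = 0.0536 with only members over 6.6, and 0.328 and adjusted p = 0.147 without the gene that the study names). Leaving out OXT-treated replicate 3 gave 0.26 for mural cells, 1.30 for thalamus and -0.32 for oligodendrocytes, leaving out OXT-treated replicate 1 gave 0.55 for thalamus, and leaving out control replicate 3 gave -0.34 for oligodendrocytes.

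The partner genes of Fig. 3E did not meet the criteria: 0 of 8 measured were DEGs. Mmp2 differed by 0.62 (SE 0.27, adjusted p = 1) between the VPA groups, Egfr by -0.02 (SE 0.13, adjusted p = 1), Ntrk2 by -0.01 (SE 0.07, adjusted p = 1), Hoxb5 by 0.17 (SE 0.16, adjusted p = 1), Lama4 by -0.03 (SE 0.09, adjusted p = 1), Fbln1 by 0.12 (SE 0.16, adjusted p = 1) and Ltbp2 by 0.09 (SE 0.09, adjusted p = 1). Of the genes named in the discussion, Bdnf differed by 0.03 (SE 0.09, adjusted p = 0.94) and Cdc42 by 0.02 (SE 0.08, adjusted p = 0.955) between vehicle-treated VPA rats and control. The other names of the paper, Mt-nd3, Hbb, Rbms3 and Cd38, were not matched to a probe set.

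Splits of 6 arrays into 3 against 3 are only 10, too few for a share under 0.05. The count of DEGs was 199 for the real split and 37 for the highest other, 1 of 10 splits reaching the real value. The count at an unadjusted p under 0.05 and 1.5-fold was 316 against 349 for the VPA groups, 4 of 10 splits, and 427 against 313 for OXT-treated VPA rats and control, 1 of 10. For the count of 672 among the 3 groups, 2 of 100 splits, the real one among them, reached it, with 752 for the highest other.

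Shared arrays produce part of the overlap between comparisons. Between the lists of probe sets past all criteria against control in each VPA group, 65 higher and 54 lower probe sets were shared, where simulated data without effects gave 5 (2 to 10) and 6 (1.48 to 10.5) through the shared control arrays, and independent lists 1.16 and 1. The log2 differences from control of both VPA groups correlated across probe sets at 0.616, against 0.5 (0.483 to 0.52) in simulated data without effects, and their covariance was 0.0289 against 0.0175, a difference of 0.0114. The simulated share of opposite signs ran from 84% (73.3 to 94.3) without VPA effects to 67.6% (63.2 to 71) with the full measured differences, and the number of improved probe sets from 18 (10.5 to 26) to 47 (36.5 to 59). The simulation draws genes independently, unlike real tissue.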
